A study of Mus musculus with 2 samples. Its data were reported in "Single-cell multiomics reveals ENL mutation perturbs kidney developmental trajectory by rewiring gene regulatory landscape" (2024).

How the data were processed

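Single-nucleus ATAC-seq (snATAC-seq), in which a transposase cuts open chromatin and the cut sites are read per nucleus, was performed by the authors on kidneys of mouse embryos at embryonic day 15.5. There were 2 groups, with 1 library each. Enl-WT kidneys carried the normal Enl gene (Mllt1), and Enl-T1 kidneys carried a mutation of Enl seen in Wilms tumour. By the study, the mutation was switched on by a Cre under the control of Wt1, which acts in the nephron and stromal lineages. How many embryos went into a library is not given in the sources used here.

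Per the file headers and the study's methods, the authors aligned the reads to the mouse genome mm10 (GRCm38) with CellRanger ATAC version 2.1.0, called peaks in each library separately, and deposited for each library a list of peaks, a list of barcodes called as nuclei and a matrix of raw counts per peak and barcode. The deposited counts are whole numbers and were not normalised. Of the listed values, 80.1% in Enl-WT and 81.2% in Enl-T1 were 2, and 91.1% and 88.0% were even, so both ends of a fragment were counted and 2 counts stand for about 1 fragment. All peaks lay inside the GRCm38 chromosome lengths. Fragment files were not used here.

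Barcodes with 2000 to 100000 counts in peaks were kept as nuclei. The study filtered on fragments, the share of fragments in peaks, the share in blacklisted regions and the signal at transcription start sites (TSS), and apart from the number of counts these filters need the fragments and were not applied. Peaks of the libraries that overlapped by at least 1 bp (bedtools 2.31.1) were joined into 110706 shared regions, which covered 114.8 Mb in Enl-WT and 103.2 Mb in Enl-T1. Shared regions held 88.8% of the counts of Enl-WT and 94.9% of those of Enl-T1. Sums over such regions depend in part on how much was called in each library, so 75584 regions matched with a reciprocal overlap of at least 80% served as an alternative.

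For clustering, regions open in at least 0.5% of nuclei were set to 0 or 1, weighted by term frequency and inverse document frequency, and reduced by latent semantic indexing, of which components 2 to 30 were used. Nuclei of both libraries were clustered together by the Leiden algorithm (leidenalg 0.10.2, igraph 0.11.9, resolution 1) on a shared-neighbour graph of 15 neighbours. No step to integrate the libraries was applied in the main run, because the software of the study was not used here, and doublets were not removed, because the study states no removal. As alternatives, the components were corrected with 38318 mutual nearest neighbour (MNN) pairs, and the nuclei most like simulated doublets were removed at 0.8% per 1000 barcodes, which took out 730 nuclei (7.71%) of Enl-WT and 1352 (10.7%) of Enl-T1.

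Clusters were named from marker genes fixed before the data were examined, by counts scaled to the total of the shared regions (CPM) over the gene body and 2 kb upstream in the GENCODE M21 annotation. The scoring rule was set after the clusters had been seen. A marker's log2 ratio to the median cluster, with 1 CPM added, was averaged per class, and a cluster took the class with the highest mean if that was at least 0.4, if at least 3 markers were raised by 0.5 log2 or more at 5 CPM or more, and if its lineage led the best other lineage by at least 0.1. A reference to the mean of the other clusters was replaced by the median cluster at this stage. The lead was first set to 0.2 and lowered to 0.1 once cluster 0, with 2731 nuclei of Enl-T1, stayed unnamed. Its score was 0.47 as nephron progenitor against 0.36 for the next lineage, and none of the markers of its class were among its 10 leading genes. Values with the lead of 0.2 are given for the main results that they moved. Cluster 16 was kept out of any class because the 100 most counted regions took over 3 times the usual share of its counts. Markers of a differently named class did not outnumber a cluster's own among its leading genes.

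In each of 4 classes, counts were summed over the nuclei of each library and scaled to CPM in shared regions, and log2 ratios of Enl-T1 to Enl-WT were taken, with 0.5 added to both counts for the distribution over regions and the Hox list and nothing added for the named genes and regions. Intervals are 95% intervals. Shares have exact binomial (Clopper-Pearson) intervals. Counts have exact Poisson intervals on the number of fragments, taken as counts divided by 2, since the ends of a fragment are not independent; the plan had been to use the counts themselves. A count of 0 is given with the share that 3 counts would make. Intervals of shares, CPM and single ratios cover counting error only, and those of spans and medians are over regions. Each group is 1 library, nuclei of a library are not replicates, and no p-value or count of changed regions is given. The spread of the ratios was described by the span from the 5th to the 95th percentile over regions with at least 200 counts in the class, with an interval from order statistics; this summary was chosen after the data had been seen. The span that counting error alone would give was simulated. For a comparison at equal depth, the same 14082 regions were taken in the 4 classes, and 4028925 counts were drawn per class and library, once as fragments and once as single cut sites.

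The Hox list held the regions over all 39 genes of the Hoxa to Hoxd clusters with at least 20 counts. Its median was placed among the medians of 10000 random lists of as many regions matched on mean counts and, after the first result had been seen, among 10000 lists made of 4 runs of neighbouring regions. Named genes were fixed from the study before the data were examined; 18 are given, and 2 others are not reported here. Named regions were the 3 highest and 3 lowest log2 ratios in nephron progenitor-like and in stroma-like nuclei among the matched regions with at least 200 counts. For the share of nuclei with a count, each nucleus was thinned to 3000 counts, which left out 155 shallower nuclei of Enl-WT and 542 of Enl-T1.

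The alternatives were a minimum of 1000 or 5000 counts per nucleus, resolutions 0.5 and 2, components 2 to 15, MNN correction, doublet removal, thinning, scaling by the median of ratios or by trimmed mean of M values (TMM), matched regions, windows of 2 kb either side of the TSS, peak overlap of at least 50% both ways, and peaks open in at least 1% of nuclei. The split of chromosome Y, the motif words, the mixing of nuclei and the Xist regions were added after the main results had been seen.

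The ratio and list steps were tested on simulated data. In nephron progenitor-like nuclei, over 73731 regions, a simulated 2-fold change was recovered with a median log2 of 0.96, and 98% of the intervals held the true value; for a 1.25-fold change the median was 0.35 and 96% held it. Of 200 simulated unchanged lists of nephron progenitor-like regions, drawn at random, 6% fell outside the central 95% of random lists. Python 3.11.15 with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3, scikit-learn 1.9.0, pysam 0.24.0 and matplotlib 3.10.9 was used, with samtools 1.23.1.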

Results

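Chromatin accessibility was measured by snATAC-seq in kidneys of Enl-WT and Enl-T1 mouse embryos, with 1 library in each group. The design asks how the Enl-T1 mutation alters the makeup of the kidney and the open chromatin of its nephron and stromal lineages. The Enl-WT library held 9628 barcodes and 138176616 counts in peaks, and the Enl-T1 library held 13376 barcodes and 110265593 counts. With at least 2000 counts per barcode, 9472 nuclei of Enl-WT (98.4% of barcodes, interval 98.1 to 98.6%) and 12635 of Enl-T1 (94.5%, 94.1 to 94.8%) were kept. Their median depth was 14789.5 counts in Enl-WT and 8753 in Enl-T1. A minimum of 5000 counts moved these shares most, to 94.8% and 82.6%. A minimum of 6000 counts, or about 3000 fragments in peaks, left 8992 and 10212 barcodes. The Enl-T1 library was the shallower one per nucleus at minima of 1000, 2000 and 5000 counts. With 1 library per group there was no replicate spread to set a difference against, so both values are given, and the intervals of shares cover counting error only.

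Peaks had been called in each library separately. Enl-WT had 159560 peaks covering 161.6 Mb with a mean width of 1013 bp, and Enl-T1 had 130027 peaks covering 118.6 Mb with a mean width of 912 bp. Of the Enl-WT peaks, 70.0% overlapped a peak of Enl-T1, and of the Enl-T1 peaks 86.6% overlapped a peak of Enl-WT. An overlap of 50% both ways moved these shares most, to 68.0% and 83.5%. Peaks found in 1 library alone numbered 47872 in Enl-WT and 17478 in Enl-T1. Because the Enl-WT nuclei were deeper and their peaks wider, these numbers do not separate closed chromatin from peaks missed at lower depth.

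Clustering of both libraries together gave 23 clusters, of which 20 were named as kidney classes. Nephron-like nuclei made up 45.7% (44.7 to 46.7%) of the Enl-WT nuclei and 35.4% (34.6 to 36.2%) of the Enl-T1 nuclei. Stroma-like nuclei made up 31.1% (30.2 to 32.1%) and 37.9% (37.0 to 38.7%). The shares of ureteric epithelium-like nuclei were 9.33% and 13.7%, and those of endothelial-like nuclei were 7.54% and 4.11%. Immune-like nuclei were 1.08% and 1.35%, and erythroid-like nuclei 0.264% and 0.190%. Unnamed clusters held 4.96% of Enl-WT and 7.42% of Enl-T1 nuclei. Among these, cluster 10 (3.16% and 5.29%) had 2 lineages within the lead required for a name and a median depth of 0.404 of its libraries', cluster 16 (1.79% and 1.80%) was led by the most counted regions of all nuclei, and cluster 22 (0.0106% and 0.324%) had too few raised markers. The naming rule moved the nephron share of Enl-T1 most: with a lead of 0.2 log2 in place of 0.1, cluster 0 lost its name, the share fell to 13.8%, and 29.0% of the Enl-T1 nuclei were unnamed. With components 2 to 15 it was 18.0%. The other alternatives put it between 33.6% and 39.3%, below the Enl-WT share in each case. The names were rebuilt here, so these shares are not set against those of the study.

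**Figure D1:**
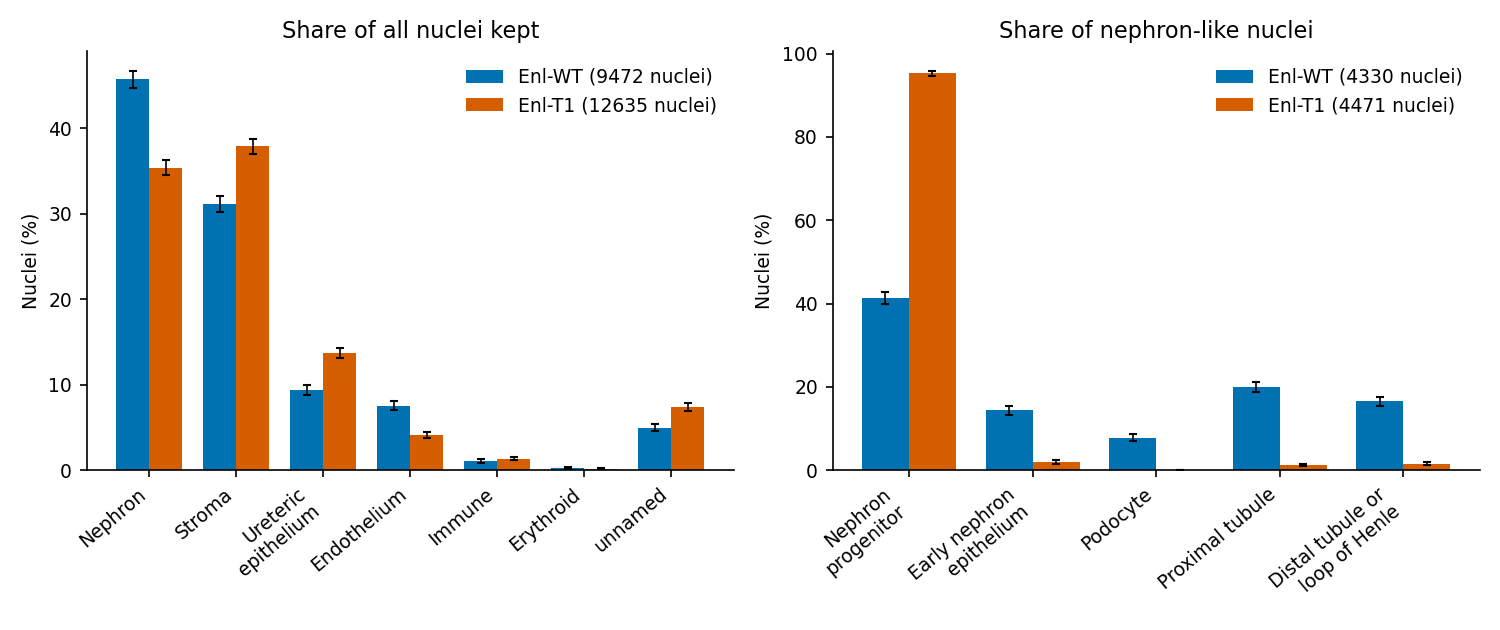
Share of nuclei (%) per class in the Enl-WT and Enl-T1 libraries, of all nuclei kept on the left and of nephron-like nuclei on the right; bars are single libraries and whiskers exact 95% binomial intervals for counting error. Nephron progenitor-like nuclei make up 41.4% of the nephron-like nuclei in Enl-WT and 95.3% in Enl-T1, where no podocyte-like nucleus was found.

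The makeup of the nephron lineage addressed whether differentiated nephron structures are lost. Of the nephron-like nuclei, 41.4% (39.9 to 42.8%) were nephron progenitor-like in Enl-WT and 95.3% (94.6 to 95.9%) in Enl-T1. Early nephron epithelium-like nuclei were 14.4% and 1.99%, proximal tubule-like nuclei 20.02% and 1.21%, and distal tubule or loop-like nuclei 16.5% and 1.52%. Podocyte-like nuclei were 7.76% in Enl-WT and 0 of 4471 in Enl-T1, where 3 nuclei would make 0.0671% and the exact interval reaches 0.0825%. At the lead of 0.2 log2 there were 0 of 1740 in Enl-T1, with an interval of up to 0.212%. Podocyte, proximal and distal classes together held 44.3% (42.8 to 45.8%) of the Enl-WT and 2.73% (2.27 to 3.25%) of the Enl-T1 nephron-like nuclei. With the lead of 0.2 log2 the progenitor share of Enl-T1 was 87.9% and the share of the 3 differentiated classes 7.01%. The 3 classes fell furthest in Enl-WT with components 2 to 15, to 23.8%, when they held 0.353% of Enl-T1; in that run, as with a minimum of 5000 counts, the cluster nearest to the distal class was left without a class, and so was the one nearest to podocytes at resolution 0.5. The border of the early class was not stable: its share ranged from 0% to 30.4% in Enl-WT and from 0% to 6.79% in Enl-T1 over the alternatives. Different clusters held the progenitors of the libraries. Cluster 2 held 1778 of the Enl-WT and 95 of the Enl-T1 nuclei, while cluster 0 held 7 and 2731 and cluster 5 held 6 and 1434. A cluster that comes almost entirely from 1 library may reflect that library rather than a cell type, so the comparisons within this class set different clusters against each other.

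Within each class, the accessibility of each region was compared between the libraries as log2 of Enl-T1 over Enl-WT. The classes held 24913552 and 40201168 counts (Enl-WT and Enl-T1) in nephron progenitor-like, 37059182 and 37138769 in stroma-like, 12296839 and 15107952 in ureteric epithelium-like and 9214581 and 4028925 in endothelial-like nuclei. Ureteric epithelium and endothelium lie outside the lineages in which the Cre acts and served as the background. The middle 90% of the ratios spanned 1.95 log2 (1.92 to 1.98) in nephron progenitor-like nuclei, 1.31 (1.29 to 1.32) in stroma-like nuclei, 0.99 (0.98 to 1.01) in ureteric epithelium-like nuclei and 0.98 (0.96 to 1.00) in endothelial-like nuclei. Counting error alone would have given spans of 0.66, 0.62, 0.69 and 0.75. In nephron progenitor-like and stroma-like nuclei the largest shift came from drawing all classes to equal depth on the same 14082 regions, where the spans were 1.20, 1.13, 1.08 and 1.02 with fragments drawn and 1.00, 0.90, 0.91 and 0.95 with cut sites drawn. In ureteric epithelium-like and endothelial-like nuclei it came from the share of thinned nuclei, with spans of 1.27 and 1.19. With the lead of 0.2 log2 the span in nephron progenitor-like nuclei was 1.57.

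The wider spread of progenitors was found mainly away from promoters. At equal depth, over the 4312 regions beyond 2 kb of a TSS, the span was 1.66 (1.57 to 1.76) in nephron progenitor-like, 1.44 (1.39 to 1.54) in stroma-like, 1.34 (1.27 to 1.41) in ureteric epithelium-like and 1.19 (1.13 to 1.247) in endothelial-like nuclei with fragments drawn. With cut sites drawn it was 1.39 (1.32 to 1.46), 1.20 (1.13 to 1.26), 1.11 (1.06 to 1.16) and 1.12 (1.06 to 1.18). Within 2 kb of a TSS the spans were 0.99, 0.99, 0.96 and 0.93 with fragments drawn and 0.81, 0.76, 0.81 and 0.87 with cut sites drawn. The progenitor-like span beyond 2 kb lay above that of both background classes under both ways of drawing. The stroma-like span lay above that of ureteric epithelium-like nuclei under both with overlapping intervals, and this difference was not tested.

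**Figure D2:**
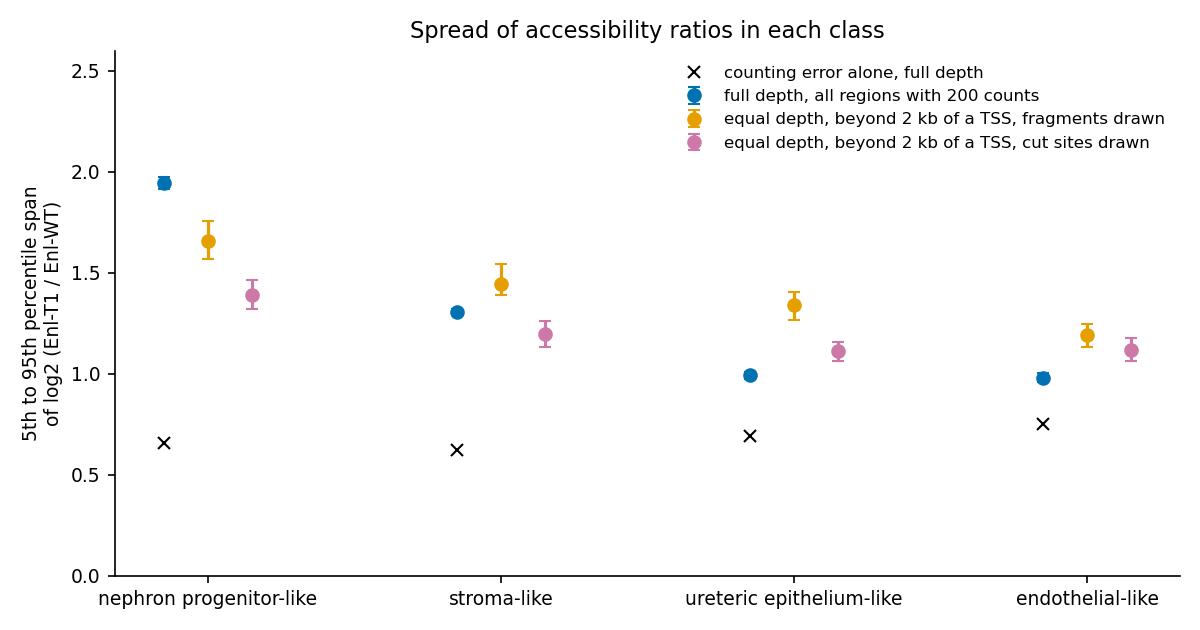
Span from the 5th to the 95th percentile of the log2 ratio of Enl-T1 to Enl-WT per class, at full depth and at equal depth, with 95% intervals over regions; crosses mark the span that counting error alone would give. The full-depth span is 1.95 in nephron progenitor-like and 0.98 in endothelial-like nuclei, and at equal depth beyond 2 kb of a TSS the fragment values are 1.66 and 1.19.

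Among regions matched in both libraries with at least 200 counts, the highest ratios in nephron progenitor-like nuclei were at chromosome 6, 109209343 to 109210405, an intergenic region 381 kb from the TSS of Edem1 (4.60, interval 3.01 to 6.89, from 6 counts in Enl-WT and 234 in Enl-T1), at chromosome 2, 114685514 to 114686610, in an intron of Gm13972 (4.15, 2.90 to 5.80, from 10 and 287 counts), and at chromosome 5, 46486649 to 46487531, intergenic and 629 kb from the TSS of Lcorl (3.91, 2.93 to 4.92, from 19 and 462 counts). In ureteric epithelium-like nuclei, with 0.5 added to the few counts, these 3 regions were also higher in Enl-T1, at 0.93 (4 and 10 counts), 1.29 (5 and 16) and 2.74 (2 and 20); in endothelial-like nuclei the ratios were 0.30 (6 and 3), -0.03 (10 and 4) and 2.11 (4 and 8). The lowest ratios were at chromosome 15, 67303479 to 67304462, in an intron of 1700012I11Rik (-2.80, -3.34 to -2.31), at chromosome 13, 104799489 to 104800390, in an intron of Cwc27 and Srek1ip1 (-2.67, -3.36 to -2.02), and at chromosome 4, 55843462 to 55844472, intergenic and 312 kb from the TSS of Klf4 (-2.65, -3.23 to -2.103). These 3 were higher in Enl-T1 in ureteric epithelium-like nuclei, at 0.78 (4 and 9 counts), 0.26 (112 and 165) and 0.44 (13 and 22), and in endothelial-like nuclei were -0.20 (64 and 24), 0.66 (6 and 4) and 1.19 (7 and 7).

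In stroma-like nuclei the highest ratios were at chromosome 10, 68672014 to 68673031, an intergenic region 51.1 kb from the TSS of Tmem26 (2.89, 2.30 to 3.60), at chromosome 16, 59444678 to 59445659, in an intron of Gabrr3 (2.86, 2.16 to 3.63), and at chromosome 5, 150977126 to 150978063, in an intron of Kl (2.58, 1.89 to 3.34). In ureteric epithelium-like nuclei these were higher in Enl-T1 too, at 0.79 (19 and 41 counts), 0.61 (19 and 36) and 0.86 (6 and 14), while in endothelial-like nuclei the ratios were -0.88 (10 and 2), 2.09 (3 and 6) and 1.19 (4 and 4). The lowest were at chromosome 3, 116726437 to 116727591, intergenic and 14.2 kb from the TSS of Slc35a3 (-2.47, -3.11 to -1.83), at chromosome 3, 157664225 to 157665190, intergenic near Ptger3 (-2.04, -2.76 to -1.36), and at chromosome 13, 52812849 to 52813849, intergenic near Auh (-1.92, -2.51 to -1.40). In ureteric epithelium-like nuclei these were at -0.52, -0.82 and 0.06, and in endothelial-like nuclei at 0.13, 0.46 and 0.30. These regions were picked as the extremes of the ratios of a class among matched regions. Peaks called in 1 library alone had no ratio, so such regions are absent from the extremes and from the spans. Stroma-like nuclei came in part from different clusters: clusters 6 and 14 held 942 and 406 Enl-WT nuclei against 355 and 176 of Enl-T1, clusters 7 and 8 held 124 and 1 against 1066 and 1080, and clusters 1 and 3 held both.

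The Hox list asked whether the homeobox genes of the 4 Hox clusters were more open in Enl-T1. Over 71 regions of 39 genes, the median log2 ratio in nephron progenitor-like nuclei was 0.20 (0.10 to 0.31), at percentile 100 of 10000 random lists matched on counts, and 48 of the 71 regions were above 0. Regions of a Hox cluster lie side by side, and among 10000 lists made of 4 runs of neighbouring regions the same median was at percentile 94.4, inside their central 95% of -0.16 to 0.25. The list median thus did not stand apart from lists of runs. Those lists were not matched on counts or on distance to a TSS. Over regions with at least 200 counts, ratios in these nuclei spread more beyond 2 kb of a TSS (span 2.14) than within it (0.88). Neighbours that move together were thus not separated from a different pool of regions. Scaling moved the median of all regions as well: with the share of thinned nuclei it was -0.08 in nephron progenitor-like, -0.10 in stroma-like, -0.12 in ureteric epithelium-like and -0.16 in endothelial-like nuclei, against 0.01, 0.02, -0.02 and -0.04 in the main run, and with TMM it was -0.10 in ureteric epithelium-like and -0.12 in endothelial-like nuclei. The Hox median was 0.13 with the share of thinned nuclei, the alternative that moved it most, and stayed above 0 in all alternatives. In stroma-like nuclei the median was 0.01 (-0.06 to 0.12), at percentile 71.1 of the matched lists and 30.1 of the lists of runs; it turned negative under the median of ratios (-0.03), TMM (-0.04), the thinned share (-0.04) and, marginally, doublet removal (-0.00). The median of ratios and TMM shift all regions of a class by the same amount, so the percentile stayed at 71.1 under them. With the thinned share the matched lists fell further, to -0.18 to -0.05, and the list was at percentile 98.8; over matched regions it was 0.07, at percentile 99.6. In these 2 alternatives it lay above the central 95% of the matched lists, and in the others inside it. In ureteric epithelium-like nuclei it was 0.04 (-0.07 to 0.13), at percentile 61.5 and 29.1, and negative under the median of ratios, TMM and the thinned share, each -0.04; its percentile among the matched lists lay between 58.8 and 83.7 over the alternatives. In endothelial-like nuclei it was 0.11 (0.01 to 0.21), at percentile 95.8 and 76.2. Among the matched lists it was at percentile 99.0 over matched regions and over TSS windows and 98.4 with the thinned share, so this background class also lay above the central 95% in some alternatives. The difference between classes was not tested.

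By cluster, the medians in nephron progenitor-like nuclei were 0.24 (-0.21 to 0.37) for Hoxa and 0.11 (-0.23 to 0.23) for Hoxb. They were 0.27 (-0.01 to 0.73) for Hoxc and 0.36 (-0.09 to 0.69) for Hoxd, and each interval included 0. These medians were at percentiles 99.9, 87.6, 99.9 and 100 of lists matched on counts, which do not keep neighbouring regions together. Against cluster 2 of Enl-WT, the median of the whole list was 0.23 in cluster 0 and 0.26 in cluster 5 of Enl-T1. Both were at percentile 100 of such lists. Lists of runs were not made for single Hox clusters or for these pairs of clusters. The 6 single Hox genes named in advance went both ways in these nuclei. Hoxc10 (chromosome 15, 102966796 to 102971893) had 45.1 CPM in Enl-WT and 62.4 in Enl-T1, a log2 ratio of 0.47 (0.32 to 0.61) over 1085 and 898 bp of peaks, and Hoxa11 (chromosome 6, 52242106 to 52245810) had 37.4 and 45.1 CPM, 0.27 (0.11 to 0.43) over 1020 and 901 bp. These kept their sign in every alternative run. Hoxa10 was lower in Enl-T1 (-0.16, -0.28 to -0.04; -0.52 over matched regions and -0.63 over TSS windows), and the intervals of Hoxa9 (0.05), Hoxc9 (-0.01) and Hoxd11 (-0.00) included 0. Hoxa9 fell to -0.38 over matched regions and was also below 0 with the thinned share (-0.06) and the lead of 0.2 log2 (-0.03). Hoxc9 was -0.35 with that lead and above 0 with a minimum of 5000 counts (0.07), the thinned share (0.00) and MNN correction (0.11), and Hoxd11 was above 0 with MNN correction (0.01).

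Wnt4 and Cdh6, genes of nephron commitment and markers by which the early class was named, were compared in nephron progenitor-like nuclei. Over the gene body and 2 kb upstream, Wnt4 (chromosome 4, 137277489 to 137299726) had 61.9 CPM in Enl-WT and 64.7 in Enl-T1, a log2 ratio of 0.06 (-0.07 to 0.19). Its 3 regions covered 4922 bp of peaks in Enl-WT and 3142 bp in Enl-T1, or 12.6 and 20.6 CPM per kb. Over the single region at the Wnt4 TSS, which covered 1366 and 1434 bp, the ratio was 0.68 (0.50 to 0.86), the alternative that moved it most. With the lead of 0.2 log2 the ratio over the gene body turned to -0.05 (-0.22 to 0.12). The same TSS region gave 0.74 (0.54 to 0.94) in stroma-like and 0.26 (-0.01 to 0.54) in ureteric epithelium-like nuclei. Cdh6 (chromosome 15, 13028701 to 13173675) had 43.3 and 89.8 CPM, a ratio of 1.05 (0.91 to 1.19) over regions covering 5604 and 5812 bp, or 7.74 and 15.45 CPM per kb. Over the Cdh6 TSS alone it was 0.26 (0.04 to 0.48). In ureteric epithelium-like nuclei the Cdh6 ratio was 0.17 (-0.22 to 0.57).

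Among the other genes named in advance, in nephron progenitor-like nuclei Wnt5a was higher in Enl-T1 (0.29, 0.08 to 0.50). With the lead of 0.2 log2, which leaves cluster 0 out, it was 0.09, and against cluster 2 of Enl-WT it was 0.41 (0.18 to 0.64) in cluster 0 of Enl-T1 and 0.06 (-0.23 to 0.34) in cluster 5. Six2 (-0.33, -0.46 to -0.20), Cited1 (-0.47, -0.69 to -0.25) and Wt1 (-0.14, -0.23 to -0.04) were lower. Six2 and Cited1 were also markers by which the class was named. Foxd1, which was not among the genes named in advance and was picked after its values were seen, was lower in cluster 0 (-1.19, -1.46 to -0.91) and cluster 5 (-1.12, -1.46 to -0.78) of Enl-T1 than in cluster 2 of Enl-WT. Background classes gave single genes off 0 as well, such as Meis1 in ureteric epithelium-like nuclei at 0.42 (0.21 to 0.62). Mllt1, which encodes Enl, had a ratio of 0.10 (-0.03 to 0.24) in nephron progenitor-like and -0.11 (-0.23 to 0.02) in stroma-like nuclei; counts of open chromatin do not read the mutation, so they do not check the labels.

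In stroma-like nuclei the comparison concerned Wnt5a, which the study treats as a possible signal from stroma to nephron, and Cited1 and Ret. By the study, the latter are markers of nephron progenitors and ureteric bud that were more open in Foxd1-positive stromal progenitors of Enl-T1. Wnt5a (chromosome 14, 28504750 to 28527448) had 45.4 CPM in Enl-WT and 51.7 in Enl-T1, a ratio of 0.19 (0.05 to 0.32) over regions covering 2407 and 2434 bp. The share of thinned nuclei moved it most, to 0.03. Cited1 had 10.3 CPM in both libraries, 0.00 (-0.28 to 0.31), and Ret had 30.4 and 30.8 CPM, 0.02 (-0.15 to 0.19); differences of these genes were not detectable at this depth, and both ratios turned negative with a minimum of 5000, the median of ratios, TMM and matched regions, and that of Ret also with the thinned share (-0.20). Wt1 was lower in Enl-T1 (-0.43, -0.55 to -0.30) and Hnf4a was higher (0.50, 0.29 to 0.69). In the 2 stroma-like clusters with the highest Foxd1 accessibility, clusters 6 and 8, with 943 Enl-WT and 1435 Enl-T1 nuclei, the ratios were 0.18 for Wnt5a (-0.07 to 0.44), for Cited1 (-0.38 to 0.75) and for Ret (-0.17 to 0.53). Nearly all Enl-WT nuclei of this pair came from cluster 6 and most Enl-T1 nuclei from cluster 8. Between cluster 8 of Enl-T1 and cluster 6 of Enl-WT alone, Cited1 was 0.29 (-0.32 to 0.89) and Ret 0.32 (-0.05 to 0.69).

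**Figure D3:**
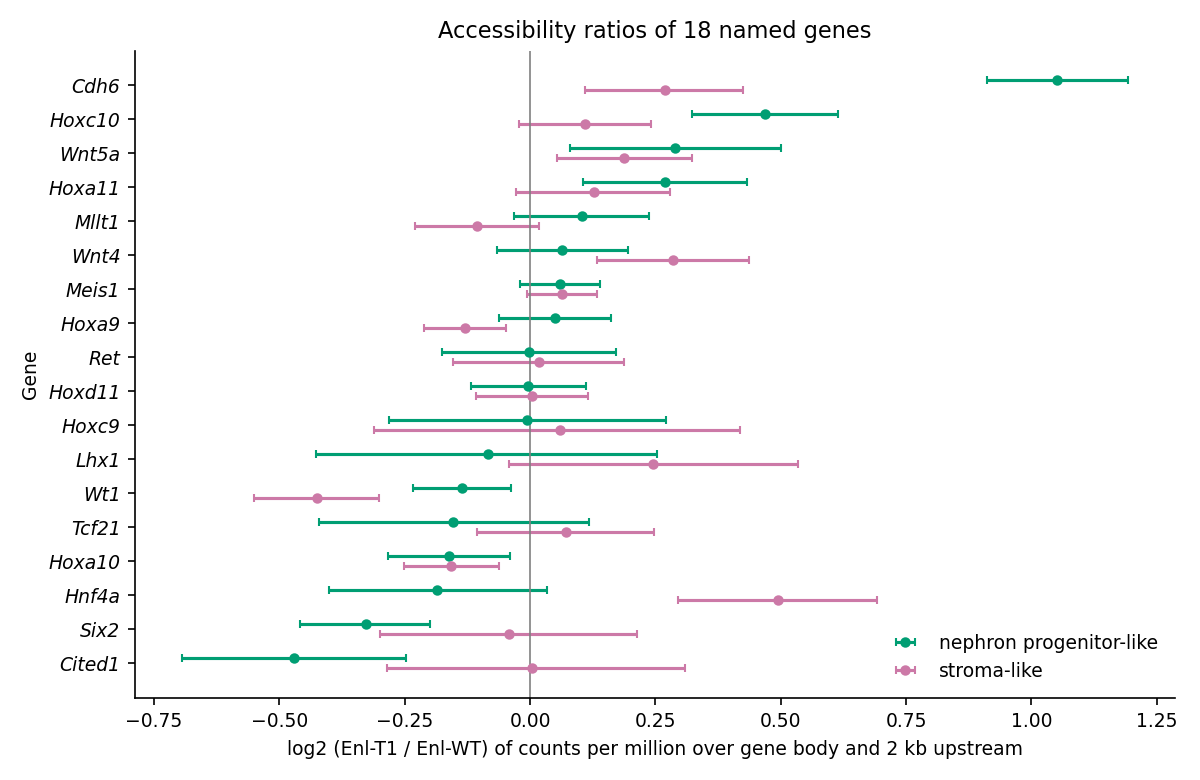
Log2 ratio of Enl-T1 to Enl-WT CPM over the gene body and 2 kb upstream for 18 named genes in nephron progenitor-like and stroma-like nuclei; points are single ratios and whiskers 95% intervals for counting error. Cdh6 is the highest in nephron progenitor-like nuclei at 1.05 and Cited1 the lowest at -0.47.

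Counts on chromosome Y were compared to see the sex of the embryos. Peaks there held 112.5 CPM (110.0 to 115.0) in Enl-WT and 112.8 (110.0 to 115.7) in Enl-T1, over 17002 and 11371 bp of peaks, and 49.5% and 36.9% of nuclei had a count. Most of these counts fell in peaks at the distal end, 91.7 and 111.3 CPM. Whether the distal end shares sequence with chromosome X was not checked, so the totals do not show the sex. In the rest of the chromosome, Enl-WT had 7 peaks covering 7005 bp with 20.8 CPM (19.7 to 21.9), or 2.97 per kb, and Enl-T1 had 1 peak of 1087 bp with 1.54 (1.22 to 1.90), or 1.42 per kb. There, 11.8% (11.1 to 12.4%) of the Enl-WT nuclei and 0.633% (0.502 to 0.787%) of the Enl-T1 nuclei had a count. Peaks at the male genes Kdm5d, Eif2s3y, Uty and Ddx3y were found in Enl-WT alone, with 232, 514, 630 and 535 counts. Minima of 1000 and 5000 counts left the CPM within their intervals.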

Values the study reported

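The study kept 17102 cells after its quality filters, 8546 from Enl-WT and 8556 from Enl-T1 kidneys. Between Enl-T1 and Enl-WT cells of the uncommitted progenitor group NP1, it reported 8958 gained and 5616 lost differentially accessible regions. For committed (NP2) against uncommitted progenitors it listed 11020 regions gained and 547 lost in Enl-WT, and 2153 gained and 267 lost in Enl-T1. Among Foxd1-positive stromal progenitors, 6151 regions were gained in Enl-T1 and 2496 were lost. These counts came from tests on single nuclei.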

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

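The list of skeletal muscle genes tested here was written before their counts were seen, though after Myog had stood out. Each group is 1 library, so there is no spread between replicates to set this pattern against.

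Cluster 22 was not used in any comparison and held 41 nuclei of Enl-T1 and 1 of Enl-WT. Its markers were too few for a kidney class, and Myog, a muscle gene, stood out with 48.8 CPM against at most 13.8 in any other cluster. A candidate explanation is skeletal muscle nuclei carried along with the kidneys. Of 8 further skeletal muscle genes listed before the test, 3 had their highest CPM in this cluster, and by narrow margins: Myh3 had 55.7 against 53.5 elsewhere, Actn2 41.8 against 33.0 and Des 27.9 against 25.3. Ckm had 41.8 CPM against 175.9 elsewhere, and Myf5 had no shared region. With so few nuclei the counts do not decide between muscle nuclei, an early muscle-like state within the kidney and a chance group of nuclei of 1 library.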

How the results depend on the processing

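The draws to equal depth and the restriction to the stroma-like clusters with the highest Foxd1 accessibility were chosen only after the results had been seen. The lead of 0.2 log2 for naming was the first setting; the main lead of 0.1 replaced it after the clusters had been seen, and it was kept as an alternative from then on. The other alternatives were fixed before the data were examined. For 35 main results, 267 alternative values were computed, of which 158 stayed within the 95% interval, 109 moved outside it and 0 took a ratio whose interval excluded 0 to the other side of 0. Ratios whose interval included 0 did change sign: Wnt4 in nephron progenitor-like nuclei was -0.05 with the lead of 0.2 log2, Ret in stroma-like nuclei was -0.20 for the share of thinned nuclei, Ret and Cited1 in stroma-like nuclei lay between -0.04 and 0 with a minimum of 5000, the median of ratios, TMM and matched regions, and the Hox median fell below 0 in stroma-like and ureteric epithelium-like nuclei under the median of ratios, TMM and that share, and in stroma-like nuclei with doublets removed; under the median of ratios and TMM its percentiles among the matched lists stayed at 71.1 and 61.5, and with the share of thinned nuclei they rose to 98.8 and 79.5, since the matched lists fell further. For 45 further results, 291 of 325 alternative values stayed within the interval, 26 moved and 8 reversed. With windows at the TSS, Cdh6 in stroma-like nuclei was -0.0066. The median of all regions in nephron progenitor-like nuclei was -0.0241 under the median of ratios, -0.0247 under TMM, -0.0782 for the share of thinned nuclei and -0.00919 with the lead of 0.2 log2. In stroma-like nuclei it was -0.0267, -0.0290 and -0.104 under the first 3 of these. The median of ratios and TMM shift all regions of a class by the same amount, so under them a change of sign shows the scaling alone. Except where stated, the cause was not tested. No paired analysis was possible because each group is 1 library.

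The minimum of counts changed which barcodes were kept by construction. With 1000 counts, 99.2% of Enl-WT and 97.6% of Enl-T1 barcodes were kept, and with 5000 counts 94.8% and 82.6%. Overlapping peaks were 68.0% and 83.5% when 50% overlap both ways was asked for, and 68.2% and 89.6% for peaks open in at least 1% of nuclei.

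Among lineage shares, a minimum of 1000 counts gave 33.6% nephron-like and 37.0% stroma-like nuclei in Enl-T1. A minimum of 5000 gave 46.8% (Enl-WT) and 39.3% (Enl-T1) nephron-like, 32.2% and 39.2% stroma-like, 8.61% and 4.49% endothelial-like nuclei, and 14.5% ureteric epithelium-like nuclei in Enl-T1. Stroma-like shares were 34.3% and 43.4% at resolution 0.5, 33.9% and 42.9% at resolution 2, and 34.5% and 43.3% with doublets removed. Components 2 to 15 gave 18.0% nephron-like and 14.7% ureteric epithelium-like nuclei in Enl-T1, and 9.97% and 7.59% endothelial-like nuclei. Thinning gave 46.9% and 37.7% nephron-like nuclei, 39.3% stroma-like nuclei in Enl-T1, and 9.32% and 5.995% endothelial-like nuclei. With the lead of 0.2 log2 the nephron-like share of Enl-T1 was 13.8%, because cluster 0 lost its name.

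Of the nephron-like nuclei, the progenitor-like share of Enl-WT was 43.8% and 43.0% with minima of 1000 and 5000 counts, 44.5% at resolutions 0.5 and 2, 43.7% with components 2 to 15, 39.3% with MNN correction, 44.8% with doublets removed and 44.0% thinned. That of Enl-T1 was 89.0% with components 2 to 15, 93.5% with MNN correction, 96.2% with doublets removed, 95.9% thinned and 87.9% with the lead of 0.2 log2. The early class was 26.2% (Enl-WT) and 3.70% (Enl-T1) with a minimum of 1000, 3.98% and 2.49% with 5000, 0% in both at resolution 0.5, 18.2% and 3.40% at resolution 2, 16.2% and 6.79% with components 2 to 15, 30.4% and 5.16% with MNN correction, 11.6% and 0.480% with doublets removed, and 18.7% and 2.55% thinned, with 5.11% in Enl-T1 for the lead of 0.2 log2. Podocyte, proximal and distal classes together were 30.03% and 1.19% with a minimum of 1000, 26.2% and 1.08% with 5000, 39.5% and 4.59% at resolution 0.5, 37.3% and 1.36% at resolution 2, 23.8% and 0.353% with components 2 to 15, 30.3% and 1.31% with MNN correction, and 37.3% and 1.56% thinned. In Enl-T1 they were 3.33% with doublets removed and 7.01% with the lead of 0.2 log2. The cluster nearest to the distal class was left without a class with components 2 to 15 and a minimum of 5000, as was the one nearest to podocytes at resolution 0.5, so the low totals there come in part from naming. In each of these runs the progenitor-like share was higher and the share of the 3 differentiated classes lower in Enl-T1.

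The span of the log2 ratios in nephron progenitor-like nuclei was 1.91 with a minimum of 5000, 1.88 with doublets removed and 1.57 with the lead of 0.2 log2. In nephron progenitor-like, stroma-like, ureteric epithelium-like and endothelial-like nuclei, in this order, it was 1.85, 1.19, 0.91 and 0.91 over matched regions, 2.06, 1.44, 1.27 and 1.19 for the share of thinned nuclei, 1.20, 1.13, 1.08 and 1.02 at equal depth with fragments drawn, and 1.00, 0.90, 0.91 and 0.95 with cut sites drawn. The draws keep fewer counts and only regions counted in all 4 classes.

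Cdh6 in nephron progenitor-like nuclei was 1.28 over matched regions, 0.88 for the share of thinned nuclei, 0.26 over TSS windows and 0.91 with the lead of 0.2 log2. Wnt4 there was 0.64 over matched regions and 0.68 over TSS windows, both of which leave the region at the TSS alone and drop those called longer in Enl-WT. In stroma-like nuclei the share of thinned nuclei was 0.0293 for Wnt5a and -0.20 for Ret. Over all alternatives run, the Hox median ranged from 0.13 to 0.23 in nephron progenitor-like nuclei, from -0.04 to 0.07 in stroma-like and in ureteric epithelium-like nuclei, and from 0.03 to 0.17 in endothelial-like nuclei. Nuclei with a count on chromosome Y were 50.7% in Enl-WT with a minimum of 5000, and in Enl-T1 36.0% with 1000 and 39.4% with 5000.

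Depth limits the comparisons of single genes most in endothelial-like nuclei, where Enl-T1 had 4028925 counts, and the share of thinned nuclei rests on 3000 counts per nucleus.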

Other observations

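The tests of the peak caller, of depth between the classes and of both explanations for the mixing of nuclei were chosen only after the results had been seen. The choice of clusters after MNN correction by the most equal shares was made after the spans in the larger clusters were known. Each was run on the data in which the pattern was noticed.

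Peaks at the male genes Kdm5d, Eif2s3y, Uty and Ddx3y were found in Enl-WT and not in Enl-T1. At the Enl-WT rate, Eif2s3y, Uty and Ddx3y would have had more counts in Enl-T1 than 43.6%, 54.5% and 45.9% of the peaks called there, so too few counts for the peak caller in the shallower library argue poorly for these 3 genes. Kdm5d would have had more than 3.82% of the peaks, so low depth can account for it. Fewer male nuclei in the Enl-T1 library is a candidate explanation. It would raise counts at Xist, which is active in females, and the Xist regions were higher in Enl-T1 over all nuclei (0.26 log2, 0.13 to 0.39), in stroma-like nuclei (0.45, 0.20 to 0.72) and in endothelial-like nuclei (0.58, 0.03 to 1.12). In ureteric epithelium-like nuclei (0.23, -0.15 to 0.60) and immune-like nuclei (-0.05, -1.06 to 1.06) the interval included 0. Peaks at the TSS of the X homologues of the 4 genes had more CPM of all counts in peaks in Enl-T1: 33.0 and 40.9 at Kdm5c, 22.2 and 30.1 at Eif2s3x, 57.3 and 62.0 at Kdm6a, and 53.3 and 63.9 at Ddx3x (Enl-WT and Enl-T1). The smaller number of peaks in Enl-T1 raises such values too, as 94.9% of its counts lay in shared regions against 88.8% in Enl-WT. A peak near Uba1y on chromosome Y was called in both libraries, with 572 and 169 counts. In nephron progenitor-like nuclei the Xist ratio was 0.0284 (-0.22 to 0.28), an interval that holds both 0 and the rise over all nuclei. The counts there are too few to show whether Xist rose in every class, so fewer male nuclei and less open chromatin at these genes in male nuclei cannot be told apart. At the distal end of the chromosome the libraries had 91.7 and 111.3 CPM. Whether its sequence is shared with chromosome X was not checked, so these counts bear on neither explanation. By the study, the sex of the embryos was not determined. How many were pooled is not given in the sources used here, and sex would be confounded with genotype if it differed.

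The ratios of Enl-T1 to Enl-WT spread more widely in nephron progenitor-like than in ureteric epithelium-like nuclei. A difference in depth between the classes argues poorly as the whole source, since at equal depth beyond 2 kb of a TSS the span with cut sites drawn was 1.39 (1.32 to 1.46) against 1.11 (1.06 to 1.16). The excess was smaller over all 14082 regions drawn, of which 9770 lay within 2 kb of a TSS. With fragments drawn the spans there were 1.20 (1.16 to 1.246) and 1.08 (1.05 to 1.11), with 1.02 (0.99 to 1.04) in endothelial-like nuclei. With cut sites drawn they were 1.00 (0.97 to 1.03) and 0.91 (0.88 to 0.94), with 0.95 (0.92 to 0.97) in endothelial-like nuclei. Whether depth or the regions drawn made this difference was not tested. The span on the autosomes was 1.95, but these held 72489 of the 73731 regions, so leaving out the sex chromosomes could hardly move it. A different sex of the embryos thus stays open as a source. A different mix of progenitor states may contribute. After MNN correction the best mixed progenitor-like cluster, with 209 nuclei of Enl-WT (2.21%) and 706 of Enl-T1 (5.59%), had a span of 1.2475 (1.16 to 1.40) at equal depth, against 1.00 (0.94 to 1.09) in the best mixed ureteric epithelium-like cluster. With cut sites drawn the spans were 1.15 (1.07 to 1.28) and 0.93 (0.87 to 1.01). In the larger but less mixed cluster with 424 and 3219 nuclei the span was 1.56 (1.49 to 1.65), against 1.06 (1.02 to 1.11). The excess over the background was smaller in the better mixed cluster, over 1454 regions in place of 5087. Even there the progenitor-like span lay above the background, with intervals apart under both ways of drawing. This argues against a different mix of clusters as the whole source. States can still differ within a cluster, so a mix of states inside it and an effect of the mutation cannot be told apart.

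Nuclei of the libraries lay apart among nephron progenitor-like and stroma-like nuclei. The share of neighbours from the other library, over that expected if the libraries were mixed, was 0.0778 in nephron progenitor-like, 0.344 in stroma-like, 0.482 in ureteric epithelium-like, 0.531 in endothelial-like and 0.650 in immune-like nuclei. Other nephron classes mixed to different degrees, with 0.333 in early nephron epithelium-like, 0.616 in proximal tubule-like and 0.744 in distal tubule-like nuclei, where Enl-T1 had 89, 54 and 68 nuclei. Classes were named from clusters made on the same components, so Enl-T1 nuclei unlike those of Enl-WT may have fallen in other clusters. These values thus do not show whether separation followed the lineages of the Cre. With every nucleus thinned to 3000 counts the values rose to 0.446 in stroma-like, 0.613 in ureteric epithelium-like and 0.688 in endothelial-like nuclei. Thinning makes depth equal and also removes counts from both libraries, so how much of this rise came from depth was not separated. Depth does not account for the separation of nephron progenitor-like nuclei, where the value after thinning was 0.0925. A difference between the libraries that touches all nuclei alike may be part of it, since 0.482 in ureteric epithelium-like nuclei, and 0.613 after thinning, is also below full mixing, but it would not make the classes so unequal. An effect of the mutation is an untested biological explanation that a single library per group leaves open.

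Among the 58146 regions beyond 2 kb of a TSS in nephron progenitor-like nuclei, the 10002 with the word TTTATGG, bound by posterior Hox proteins, had a median log2 ratio 0.10 above lists matched on counts, width and GC content, at percentile 100 of 10000 lists. GC content alone is therefore a poor explanation. The same word had a difference of 0.0275 in stroma-like (percentile 100), -0.0111 in ureteric epithelium-like (5.57) and -0.0312 in endothelial-like nuclei (0.38). This word was thus raised in the lineages of the Cre and not in the background. Another Hox word, TGATTTAT for Hox with Pbx, did not follow this pattern. Its difference was 0.0232 in nephron progenitor-like (percentile 99.5) and -0.0526 in stroma-like nuclei (0). In ureteric epithelium-like nuclei it was 0.0152 (90.87), and in endothelial-like nuclei -0.0287 (5.05). More open Hox-bound sites in Enl-T1 progenitors is a candidate explanation. Of the 36 comparisons of words and classes, AP-1 words in ureteric epithelium-like nuclei, outside the lineages of the Cre, had an excess of 0.13, and Ctcf words in endothelial-like nuclei one of 0.0652. Shifts above and below the 0.0973 of the Hox word were thus also seen outside the lineages of the Cre, for other words. For some expression changes shared by all kidney lineages, the paper proposes a possible secondary effect of the mutation. Whether such an effect or a difference between single libraries gave the AP-1 and Ctcf shifts was not tested. They therefore do not decide the source of the shift for the Hox word.

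The Hox list stood above all lists matched on counts in nephron progenitor-like nuclei. Neighbouring regions that move together may account for this, since among lists of 4 runs of neighbouring regions its median was at percentile 94.4. Those runs were not matched on counts or on distance to a TSS, so how much of the change came from neighbours was not separated.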
